A study of Homo sapiens with 8 samples.

How the data were processed

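ESI017 is a human embryonic stem cell line. Per the labels, its cells were moved from a stem cell maintenance medium to N2B27, a serum-free neural medium, with the inhibitors SB and LDN, and recombinant WNT3A protein was added 34 h after the start of differentiation. RNA was taken at 34, 42, 50 and 72 h, and the libraries were enriched for poly(A) RNA and read as paired ends, per the labels' protocols. There were 8 libraries, 2 at each of the 4 time points. The labels give the replicate number also as a batch number, so each batch holds 1 library of every time point. The 34 h libraries are the last point before WNT3A, and no arm without WNT3A was analysed here, so each comparison with 34 h holds the passage of time and the added WNT3A together.

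The values are TPM, a length-scaled share of a library's transcripts, per Ensembl gene as deposited by the authors, in 1 table with 1 column per library, and all columns of values were used. The quantification tool, its version, the genome build, the annotation and any filter are not stated in the labels or the file header. Each column summed to 1000000. TPM keeps no record of the number of reads, so the depth of each library is unknown, no counting interval or detection limit was computed, and a value of 0 is given as listed at 0.

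The table had 37951 Ensembl rows under 35940 gene symbols. A symbol had more than 1 row in 1034 cases, covering 3045 rows, and the TPM of such rows were summed by symbol. Of the rows, 35003 had their Ensembl identifier in GENCODE release 29 and 34592 of those had the same symbol there; 2948 were not matched. By that annotation 19788 rows were protein coding and held between 96.5% and 96.7% of the TPM of a library, and 14860 rows were pseudogenes. Positions are those of GENCODE release 29 on GRCh38, found through the Ensembl identifier, and are 1-based; they were not used in any test.

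Genes with at least 1 TPM in at least 2 of the 8 libraries were tested, which kept 14908 genes. Values were taken as log2(TPM + 1), so a fold change on this scale understates the change of genes with low values. A linear model with 1 mean per time point was fitted to all 8 libraries with limma 3.58.1 in R 4.3.3, with a moderated variance that followed the mean level. All libraries entered the fit because 2 libraries per time point leave 2 residual degrees of freedom when 2 time points are fitted alone, against 4 in the joint fit. Contrasts were 42, 50 and 72 h against 34 h, 50 h against 42 h and 72 h against 50 h. Adjusted p-values are Benjamini-Hochberg values of limma over all tested genes, two-sided, and a gene was called changed at an adjusted p under 0.05. A moderated F-test over the 3 contrasts with 34 h gave the genes changed at any time. An exact permutation test of 2 libraries against 2 cannot give a p below 0.333, so none was used.

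Before the data were examined, 11 lists with 142 genes were written down: WNT pathway feedback and target genes, forebrain, midbrain and isthmus, hindbrain, HOX, caudal progenitor, mesoderm and endoderm, pluripotency, pan-neural progenitor, neural crest and neuronal differentiation genes. Of these genes 76 passed the filter. Each list was tested for each contrast with 34 h, 33 tests in all, with limma's camera at a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 33 tests. The rule for genes named in the text was also set before: any gene of the lists, and for 4 contrasts the 5 genes with the highest rise and the 5 with the highest fall among genes with an adjusted p under 0.05, a mean of at least 5 TPM at the higher time point and a log2 change of at least 1 in the same direction within each replicate number. SLC30A1 and the retinoic acid and metallothionein genes of the closing paragraphs were named outside this rule. Results of some genes that met the rule or were on a list are not reported here. A HOX gene was taken as detected at 1 TPM or more in both libraries of a time point. The rank and linear correlation of HOX paralog group with the level at 72 h were tested with 100000 permutations, two-sided.

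The replicate number may pair libraries, since the labels call it a batch. The differences between replicate 1 and replicate 2 across genes correlated at 0.0949 between 34 and 42 h, 0.195 between 34 and 50 h and 0.142 between 42 and 50 h, but at -0.0445, -0.0779 and -0.104 between 72 h and 34, 42 and 50 h. The pairing comes from the batch label. The fit with the replicate number as a block is given beside a result where it changes the call.

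Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a mean of at least 5 TPM, rescaling by a trimmed mean of log ratios (TMM), quantile normalization, a variance without a mean trend, fits of the compared time points alone, the replicate block, a test against a minimum log2 change of 1 (limma's treat), limma's fry and camera with an estimated correlation for the lists, other thresholds for HOX detection, and leaving out each library in turn. Keeping the Ensembl rows apart and leaving out mitochondrial genes were chosen after the data were seen. The median log2 change of all genes lay between 0.0063 and 0.0614 over the 5 contrasts, and under TMM rescaling or quantile normalization it stayed within 0.0164 of 0.

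The model was tested on simulated data before use. Of 100 simulated genes changed by a log2 value of 1, 75 were called with 2 libraries per group, and of 100 changed by 2, 95 were called; 10 of 14708 unchanged genes were called. Over 20 simulations with no change, 1 gene was called in all, and 3.64% of 220 list tests by camera and 5.91% by fry had an unadjusted p under 0.05. The changed genes were drawn from those with a mean of at least 5 TPM, so recovery of lower genes was not tested. Genes were simulated independently of each other, so the rates of the list tests do not cover lists whose genes move together. Tables were written with Python 3.11.15 and pandas 2.3.3, and plots with matplotlib 3.10.9.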

Results

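Transcript levels were measured by poly(A) RNA sequencing in ESI017 human pluripotent stem cells during neural differentiation under the inhibitors SB and LDN, before WNT3A was added (34 h) and at 42, 50 and 72 h. Each time point had 2 libraries, named replicate 1 and replicate 2. Values are TPM per gene as deposited by the authors, and fold changes are on the log2(TPM + 1) scale. The depth of the libraries is unknown. Between 13860 and 14004 genes reached 1 TPM in a library, between 17135 and 18041 gene symbols were listed at 0, and mitochondrial genes held 8.70% to 11.2% of the TPM.

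Libraries of the same time point had Spearman correlations between 0.980 and 0.984 over the 14908 tested genes, and libraries of different time points between 0.933 and 0.982. The median gene had a standard deviation between replicates of 0.169 on the log2 scale. The first principal component held 45.7% of the variance and ordered the libraries by time, from -0.396 and -0.435 at 34 h through -0.152 and -0.184 at 42 h and 0.0655 and 0.0136 at 50 h to 0.550 and 0.539 at 72 h. The second held 15.9% and set the 34 and 72 h libraries, from 0.192 to 0.474, apart from the 42 and 50 h libraries, from -0.392 to -0.315. The third held 10.6% and followed the replicate number. Replicates 1 and 2 lay at 0.313 and -0.209 at 34 h, 0.282 and -0.538 at 42 h, and 0.562 and -0.310 at 50 h. At 72 h the order was the opposite, with -0.240 and 0.141.

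The first comparison asked how many genes changed after WNT3A was added. By limma, 384 genes differed between 42 h and 34 h, of which 266 were raised and 118 lowered. At 50 h against 34 h 933 genes differed, 525 raised and 408 lowered, and at 72 h against 34 h 3578 differed, 1900 raised and 1678 lowered. Between 42 h and 50 h 14 genes differed, with 1394 genes at an unadjusted p under 0.05. With the replicate block 7 genes differed between 42 h and 50 h, all 7 among the 14. Of the 14, 9 were raised (64.3%), and this share was 47.4% of 19 calls, 9 raised and 10 lowered, after TMM rescaling and 45.0% after quantile normalization. TMM rescaling also turned the majority of calls from raised to lowered at 50 h against 34 h (460 raised, 506 lowered) and at 72 h against 34 h (1552 raised, 2003 lowered). Leaving out any 1 of the 34 h or 72 h libraries left 3 changed genes between 42 h and 50 h. Between 50 h and 72 h 1093 genes differed, 436 raised and 657 lowered. The test against a minimum log2 change of 1 moved the counts against 34 h most, to 41 at 42 h, 84 at 50 h and 352 at 72 h, and fitting the compared time points alone moved the count of 50 h against 42 h most, to 0 (1089 genes at an unadjusted p under 0.05).

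**Figure D1:**
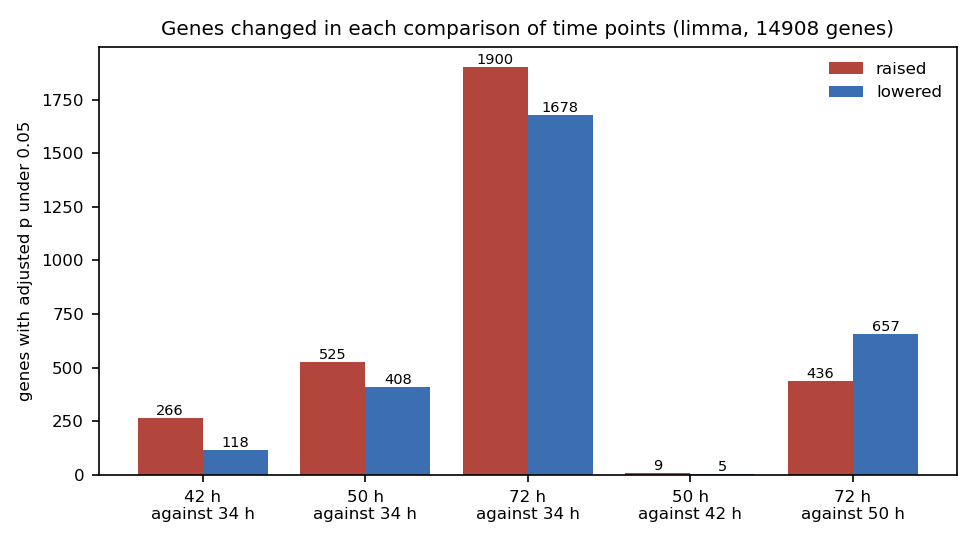
Bars give the number of genes raised (red) and lowered (blue) with an adjusted p under 0.05 by limma in each comparison of time points, out of 14908 genes. The comparison of 50 h with 42 h had 9 raised and 5 lowered genes, against 1900 and 1678 for 72 h with 34 h.

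Over the 4 time points 2587 genes changed by the moderated F-test, and 1916 without the filter on low values. The highest mean fell at 34 h for 899 of the 2587 genes, at 42 h for 357, at 50 h for 252 and at 72 h for 1079.

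Among the 76 tested genes of the 11 lists, 25 were changed at 42 h, 41 at 50 h and 47 at 72 h against 34 h when adjusted over all genes tested, and 46, 52 and 54 when adjusted over the list alone. Of the 33 list tests 19 passed an adjusted p of 0.05 by camera with the preset correlation, and 20 at an unadjusted p under 0.05. With the correlation estimated from these libraries 0 of the 33 passed, with 12 at an unadjusted p under 0.05. By fry 28 passed, among them 18 of the 19 that camera called, the exception being the forebrain list at 50 h. Camera compares a list with all other genes, while fry asks whether the genes of the list changed at all. A pass by fry thus answers another question and is no repeat of the camera result.

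The list of WNT pathway feedback and target genes had 12 tested members. Its median log2 change against 34 h was 2.31 at 42 h, 2.24 at 50 h and 1.83 at 72 h, with camera adjusted p-values of 3.711e-19, 4.691e-15 and 5.467e-08. At 42 h 8 of the 12 were changed, all raised. At 72 h 9 were raised and 1 was lowered, BAMBI, from 1.97 ± 0.286 TPM at 34 h to 0.385 ± 0.297 TPM (-1.11, limma adjusted p 0.0254). SP5 (chromosome 2, 170715351 to 170718078, plus strand) had 0.180 ± 0.105 TPM at 34 h and 164 ± 25.7 TPM at 42 h (SD, n = 2), a log2 change of 7.12 ± 0.20 (SE) with a limma adjusted p of 1.929e-06. The change was 7.19 within replicate 1 and 7.05 within replicate 2. SP5 stayed at 188 ± 54.6 TPM at 50 h and 198 ± 4.94 TPM at 72 h. AXIN2 rose from 18.1 ± 3.45 to 93.69 ± 10.96 TPM, by 2.32 ± 0.15 on the log2 scale (limma adjusted p 0.000231), with 2.25 and 2.38 within the replicates. At 72 h AXIN2 had 67.4 ± 5.02 TPM, and its difference from 50 h did not pass the threshold (adjusted p 0.0992). LEF1, NKD1, RNF43, TCF7 and APCDD1 also rose at 42 h, by between 2.31 and 4.41; the call of APCDD1 (limma adjusted p 0.00352) was lost when the compared time points were fitted alone (0.0521, with a range of 0.00132 to 0.154 over the alternatives). TNFRSF19 had 0.871 ± 0.159 TPM at 34 h, 5.86 ± 0.628 TPM at 42 h, 7.31 ± 0.244 TPM at 50 h and 29.5 ± 0.729 TPM at 72 h, and its rise of 1.88 ± 0.16 from 50 h to 72 h passed the threshold (limma adjusted p 0.000534).

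The next comparisons asked how genes of anterior and posterior neural identity moved. OTX2 (chromosome 14, 56799905 to 56810479, minus strand) fell from 168 and 151 TPM at 34 h to 44.6 ± 5.99 TPM at 42 h, a log2 change of -1.82 ± 0.20 (limma adjusted p 0.00256; -2.03 and -1.61 within the replicates), and had 35.3 ± 4.96 TPM at 72 h. GBX2 (chromosome 2, 236165236 to 236168369, minus strand) rose from 1.26 ± 0.0704 TPM to 102 and 85.9 TPM in the 42 h libraries, by 5.38 ± 0.16 (limma adjusted p 1.929e-06; 5.47 and 5.30 within the replicates), and had 115 ± 4.82 TPM at 72 h. The forebrain list as a whole, 6 tested genes, had a median change of -0.84 at 42 h (camera adjusted p 0.0919), -1.03 at 50 h (0.0359) and -0.91 at 72 h (0.0426). Its members did not all fall: LHX2 rose from 0.481 ± 0.430 to 3.16 ± 0.484 TPM at 42 h (log2 change 1.52, limma adjusted p 0.0257) and had 0.742 ± 0.158 TPM at 72 h. The 42 h call of LHX2 was lost when the compared time points were fitted alone (limma adjusted p 0.109), without the filter on low values (0.0537), at a pseudocount of 0.1 (0.0511) and without replicate 1 or replicate 2 at 72 h (0.0513 and 0.0510), with a range of 0.0194 to 1 over the alternatives. HESX1 did not pass at 42 h (limma adjusted p 0.0563) but did without replicate 1 or replicate 2 at 50 h (0.00489 and 0.00590), with the compared time points alone (0.0353) and after quantile normalization (0.0469), with a range of 0.00489 to 1. FEZF1 fell by 1.34 at 42 h, past the threshold only with the replicate block (limma adjusted p 0.0243 against 0.0821 without it, range 0.0243 to 1 over the alternatives). The midbrain and isthmus list, 4 tested genes, had camera adjusted p-values of 0.361, 0.225 and 0.406 at 42, 50 and 72 h. The hindbrain list without HOX genes, 4 tested genes, had adjusted p-values of 0.00982, 0.144 and 1.931e-05; it holds GBX2, the 1 member changed at 42 h and 50 h.

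Most caudal progenitor genes rose at 42 h, and 6 of the 9 tested members fell past the threshold between 50 h and 72 h. The median log2 change of the list against 34 h was 2.40 at 42 h (camera adjusted p 2.920e-10), 2.37 at 50 h (1.632e-08) and 0.94 at 72 h (0.0231); with a pseudocount of 0.1 the 42 h median was 2.84. At 72 h against 34 h only 2 of the 9 members were changed, WNT8A and SP8, both raised. The 72 h median is the value of CYP26A1 (limma adjusted p 0.0604), a member that was lowered at 42 h. NKX1-2 went from 23.8 ± 2.07 TPM at 34 h to 140 ± 9.59 TPM at 42 h, 127 ± 7.39 TPM at 50 h and 20.7 ± 6.84 TPM at 72 h. Its log2 changes were 2.51 ± 0.19 from 34 h to 42 h and -2.60 ± 0.19 from 50 h to 72 h (limma adjusted p 0.000489 and 0.000295; -2.98 and -2.21 within the replicates for the latter). TBXT had 0.994 ± 0.231, 9.65 ± 2.45, 8.23 ± 1.98 and 1.74 ± 0.174 TPM at the 4 time points. EVX1 was listed at 0 in both libraries at 34 h and at 72 h, with 12.9 and 10.6 TPM at 42 h and 7.88 and 6.06 TPM at 50 h. CDX1 was listed at 0 in both 34 h libraries, had 2.98 and 2.53 TPM at 42 h, and 0.0556 and 0.0564 TPM at 72 h. The fall of CDX2 from 50 h to 72 h (6.34 ± 0.560 to 1.26 ± 1.27 TPM, limma adjusted p 0.0236) was lost when the compared time points were fitted alone (0.105), without the filter on low values (0.0713) and at a pseudocount of 0.1 (0.0555), with a range of 0.0225 to 1 over the alternatives. Not every member followed this course. WNT8A had 0.428 ± 0.0369, 1.69 ± 0.603, 9.41 ± 2.52 and 47.6 ± 2.49 TPM. Its rise from 42 h to 50 h (limma adjusted p 0.0357) was lost without any 1 of the 34 h or 72 h libraries (0.0816 to 0.0902). That call was also lost with the compared time points alone (0.279), without the filter on low values (0.105) and with Ensembl rows apart (0.0502). The rise of WNT8A from 50 h to 72 h was 2.24 ± 0.23 (limma adjusted p 0.00113). SP8 was still 1.97 ± 0.17 above 34 h at 72 h (limma adjusted p 0.000150).

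**Figure D2:**
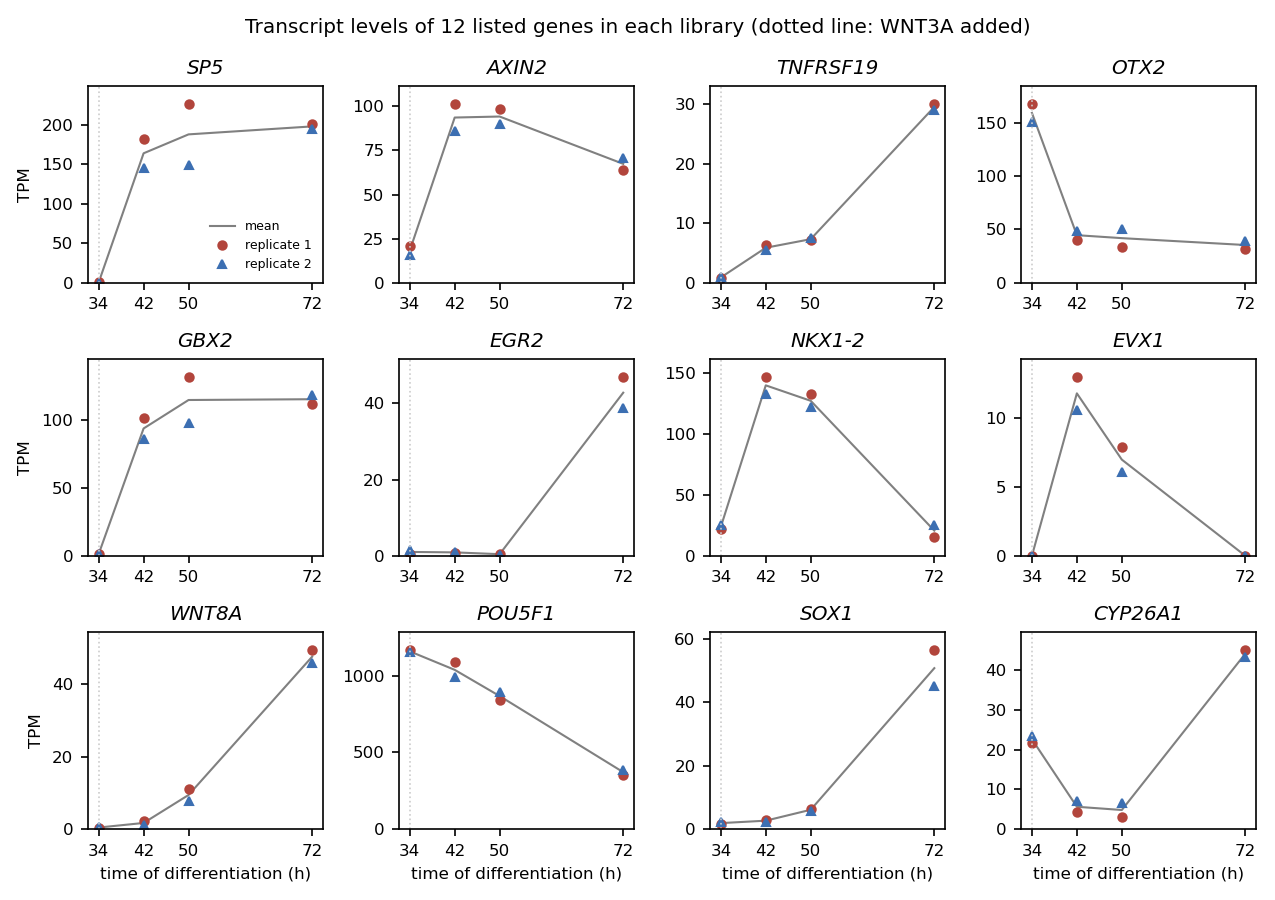
Each panel plots the TPM of 1 gene (vertical axis, from 0, its own scale) against hours of differentiation (horizontal axis), with circles for replicate 1, triangles for replicate 2 and a grey line through the means of 2 libraries; the dotted line marks 34 h, when WNT3A was added. SP5 and GBX2 reached 164 and 93.7 TPM at 42 h and stayed high, NKX1-2 and EVX1 were high at 42 and 50 h only, and EGR2 reached 42.8 TPM at 72 h only.

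All 39 HOX genes were listed at 0 in both libraries at 34 h. At 1 TPM or more in both libraries, 1 was detected at 42 h, 2 at 50 h and 5 at 72 h. At a threshold of 5 TPM the counts were 0, 1 and 3, and without replicate 2 at 72 h 6 genes were detected there. All detected genes belonged to paralog groups 1 to 4, which hold 12 of the 39 genes; the highest value in a library among the 27 genes of groups 5 to 13 was 0.236 TPM. HOXB1 (chromosome 17, 48528526 to 48531001, minus strand) had 0.561 ± 0.180 TPM at 50 h and 19.9 ± 2.02 TPM at 72 h, a rise of 3.75 ± 0.23 (limma adjusted p 0.000120; 3.53 and 3.96 within the replicates). HOXB2 rose from 0.0823 ± 0.0237 TPM to 6.72 and 6.29 TPM over the same interval and HOXA2 from 0.425 ± 0.00804 to 3.45 ± 0.827 TPM, the latter past the threshold (limma adjusted p 0.00938) but not at a pseudocount of 0.1 (0.106, range 0.00279 to 1). The list test of the 5 HOX genes that passed the filter had adjusted p-values of 0.0755, 0.00165 and 1.588e-05 at 42, 50 and 72 h. With all HOX genes at 0 at 34 h, a HOX gene could pass the filter only by rising later. The direction of these list tests was thus fixed by the filter and is no finding of its own. Across the 39 genes, which are not independent replicates, the level at 72 h was higher for lower paralog group numbers, with a Spearman rho of -0.451 (permutation p 0.00432) and a Pearson r of -0.553 (permutation p 2e-05). Without replicate 1 at 72 h rho was -0.541. The relation rests on few genes, since at 72 h 5 of the 12 genes in groups 1 to 4, 10 of the 11 in groups 5 to 8 and 14 of the 16 in groups 9 to 13 were listed at 0 in both libraries.

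Between 50 h and 72 h, EGR2 (chromosome 10, 62811996 to 62919900, minus strand) rose from 0.442 ± 0.223 to 42.8 ± 5.79 TPM, by 4.93 ± 0.27 on the log2 scale (limma adjusted p 0.000104; 4.90 and 4.95 within the replicates). CYP26C1 rose from 0.0655 ± 0.0926 to 29.5 ± 10.4 TPM (limma adjusted p 0.000120). CYP26A1 fell from 22.6 ± 1.29 TPM at 34 h to 5.61 ± 1.91 TPM at 42 h (limma adjusted p 0.0185, and 0.0773 without the filter on low values) and 4.80 ± 2.65 TPM at 50 h, and had 44.1 ± 1.15 TPM at 72 h, a rise of 3.04 ± 0.31 from 50 h (limma adjusted p 0.00113; 3.55 and 2.53 within the replicates). Its level at 72 h against 34 h passed the threshold with the replicate block (limma adjusted p 0.0307) and not in the main fit (0.0604), with a range of 0.00592 to 1 over the alternatives. That level also passed with the compared time points alone (0.00592), with a mean of at least 5 TPM (0.0464) and without replicate 1 or replicate 2 at 50 h (0.0164 and 0.0170).

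Pluripotency genes fell as a list of 11, with median log2 changes against 34 h of -0.41, -0.58 and -0.93 at 42, 50 and 72 h and camera adjusted p-values of 0.000240, 6.432e-06 and 4.872e-06. TDGF1 went from 764 ± 29.9 TPM to 359 ± 9.79, 172 ± 22.7 and 4.54 ± 2.26 TPM. Its change at 72 h was -7.17 ± 0.24 (limma adjusted p 2.167e-06), and its change at 42 h of -1.09 passed with the replicate block (0.0349) and not without it (0.0595), with a range of 0.00518 to 1. The 42 h change also passed with the compared time points alone (0.0130), with a mean of at least 5 TPM (0.0365) and without replicate 1 or replicate 2 at 72 h (0.00518 and 0.00529). POU5F1, summed over its 4 Ensembl rows, had 867 ± 35.2 TPM at 50 h and 371 ± 23.5 TPM at 72 h, and its change from 34 h to 72 h was -1.64 ± 0.08 (limma adjusted p 7.657e-06). At 50 h 1 of the POU5F1 rows, chosen after its values were seen, had 79.4 and 378 TPM in the replicates where the sums were 842 and 892 TPM; at 72 h it had 103 and 113 TPM and the sums were 354 and 388 TPM. LIN28A did not pass the threshold at 72 h against 34 h (0.18 ± 0.08, limma adjusted p 0.122, and 0.0193 after quantile normalization). At 50 h LIN28A was raised past the threshold (0.32 ± 0.08, limma adjusted p 0.0467), the 1 raised call in the list at that time. PRDM14 fell from 22.1 ± 2.29 TPM at 34 h to 7.92 ± 0.908 TPM at 42 h and was back at 26.6 ± 3.06 TPM at 72 h.

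Pan-neural progenitor genes had median changes of 0.08, 0.33 and 0.77 at 42, 50 and 72 h (camera adjusted p 0.417, 0.00265 and 1.115e-05). SOX1 rose from 6.10 ± 0.528 TPM at 50 h to 50.8 ± 7.97 TPM at 72 h, by 2.86 ± 0.19 (limma adjusted p 0.000177; 2.94 and 2.78 within the replicates). PAX6 reached 3.80 ± 0.303 TPM at 72 h, against 217 ± 8.72 TPM of SOX2 at 34 h and 340 ± 10.4 TPM at 72 h. The neuronal differentiation list, 4 tested genes, had adjusted p-values of 0.0416, 0.0227 and 0.229. The mesoderm and endoderm list, 3 tested genes, had adjusted p-values of 0.254, 0.785 and 0.201, and its median at 72 h, -0.11, changed sign when mitochondrial genes were left out (0.07). Leaving them out scaled the other TPM up and brought TBX6 (0.9997 and 1.07 TPM at 72 h in the main values) past the filter. The changed sign thus came with a changed set of members. The median of -0.11 hides single members: FOXA2 fell from 12.7 ± 1.05 TPM at 34 h to 0.720 ± 0.205 TPM at 72 h (-2.99, limma adjusted p 1.905e-05). MIXL1 was raised at 50 h against 34 h (1.25, limma adjusted p 0.0232). The neural crest list, 7 tested genes, had adjusted p-values of 0.418, 0.325 and 0.213. Its members moved apart at 72 h against 34 h, with 4 raised and 1 lowered: PAX3 rose by 2.29 ± 0.26 (limma adjusted p 0.000572), and FOXD3 went from 4.65 and 4.48 TPM to a listed 0 in both libraries.

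Apart from listed genes, those with the highest rise at 42 h against 34 h were GAD1 (4.83 ± 0.38, limma adjusted p 0.000489) and WNT5B (4.41 ± 0.21, limma adjusted p 6.280e-05), among 130 raised genes that met the naming rule. Among 44 lowered genes that met it were GADD45G (-2.81 ± 0.25), MT1H (-2.50 ± 0.20), NPTX1 (-2.36 ± 0.21) and GALNT9 (-2.06 ± 0.29). The call of GALNT9 was lost when the compared time points were fitted alone (limma adjusted p 0.0678, range 0.00535 to 0.538 over the alternatives). Between 42 h and 50 h, 7 raised genes met the rule, among them EFL1 and STOML3, and both of these calls were lost with the replicate block (limma adjusted p 0.0613 and 0.0813, with ranges of 0.0162 to 1 and 0.0308 to 1 over the alternatives), and without any 1 of the 34 h or 72 h libraries (0.0816 to 0.0902 for both). MT1G was 1 of 3 lowered genes (-1.81 ± 0.14, limma adjusted p 0.00542; 0.214 with the compared time points alone, range 0.00169 to 0.743). The other two, AC012368.3 and AL139082.2, are pseudogenes listed at 0 in both 50 h libraries. Their calls were lost without any 1 of the 34 h or 72 h libraries (0.0633 to 0.0902) and are uncertain, since reads can be shared with near-identical genes. AL034430.2 (chromosome 20, 10420546 to 10420737, minus strand) lies within AL034430.1 and is uncertain for the same reason. It had 43.4 and 57.7 TPM at 34 h, was listed at 0 in both libraries at 42 h and at 72 h, and had 20.8 and 36.7 TPM at 50 h. Between 50 h and 72 h, DLK1 (4.42 ± 0.23) and SMOC1 (3.65 ± 0.18) rose, and ANXA3 (-3.43 ± 0.32) and CDH1 (-2.94 ± 0.11) fell. From 34 h to 72 h FST rose from 14.1 ± 0.986 to 905 ± 39.2 TPM (5.90 ± 0.08, limma adjusted p 1.995e-08), and CLDN7 fell from 91.2 ± 1.29 to 3.15 ± 0.415 TPM. TRBC2, summed over 2 Ensembl rows, changed by -4.32 ± 0.16.

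The last comparison asked whether genes changed between 34 h and 42 h moved back between 50 h and 72 h; these 2 contrasts share no library. Of the 266 genes raised early, 156 were lower and 108 higher at 72 h than at 50 h, with 59 and 32 past the threshold. Of the 118 genes lowered early, 84 were lower still and 33 higher, with 38 and 7 past the threshold. Of all tested genes 48.9% were lower at 72 h than at 50 h. Movement in the opposite direction was thus seen for 58.6% of the genes raised early and 27.97% of the genes lowered early. The Pearson correlation of both changes across the 384 genes, which are not independent, was 0.0469. It was -0.0111 without replicate 2 at 50 h, 0.0801 without replicate 1 at 50 h, 0.103 without replicate 1 at 72 h and 0.110 with a mean of at least 5 TPM, the lowest and highest of the alternatives among them.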

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

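Of the tests below, keeping the Ensembl rows apart and leaving out mitochondrial genes were chosen only after the result was seen. Fitting the compared time points alone gave 171 changed genes at 42 h against 34 h, 431 at 50 h against 34 h, 0 at 50 h against 42 h (1089 of 14908 at an unadjusted p under 0.05) and 367 at 72 h against 50 h. Against a minimum log2 change of 1 the counts were 41, 84 and 352 for 42, 50 and 72 h against 34 h, 1 for 50 h against 42 h and 47 for 72 h against 50 h, and among listed genes 10, 15 and 27 against 34 h.

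Genes with a mean change of at least 1 numbered 497, 721, 1642, 255 and 735 in the 5 contrasts. With a pseudocount of 0.1 these became 1106, 1445, 2604, 828 and 1580, and with a mean of at least 5 TPM 235, 370, 910, 84 and 391. For 50 h against 42 h they were 499 without replicate 1 at 42 h, 410 without replicate 1 at 50 h and 408 without replicate 2 at 50 h.

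The 14 genes changed between 42 h and 50 h became 8 without the filter, 24 with a mean of at least 5 TPM, 27 without the mean trend, 7 with the replicate block, 4 with Ensembl rows apart and 3 without any 1 of the 34 h or 72 h libraries. Among the gene changes reported here that were refitted with the replicate block, no call changed besides those given with it, and none of the 33 list tests did. SP8 and BAMBI at 72 h, LIN28A and MIXL1 at 50 h, MT1G from 50 h to 72 h and the genes named only in the closing paragraphs were not refitted. Leaving out a library of a compared time point leaves 1 library there, so no calls were made in those fits. NKX1-2 at 72 h against 34 h changed sign without replicate 1 at 72 h (0.10, against -0.23) and was -0.55 without replicate 2 at 72 h.

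With the correlation estimated, 0 of the 33 list tests passed, with 12 at an unadjusted p under 0.05. The adjusted p was 0.0779 for the WNT and caudal lists at 42 and 50 h, for pluripotency at all 3 times, and for hindbrain, HOX and pan-neural genes at 72 h. It was 0.169 for hindbrain and neuronal genes at 42 h, 0.237 for forebrain, 0.127 for HOX, 0.160 for pan-neural and 0.152 for neuronal genes at 50 h, and 0.120 for WNT, 0.247 for forebrain and 0.303 for caudal genes at 72 h.

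By fry, lists that camera did not call passed: at 42 h HOX (0.00434) and mesoderm and endoderm (0.00206), at 50 h mesoderm and endoderm (0.0174), midbrain (0.0343), hindbrain (0.000889) and neural crest (0.0313), and at 72 h mesoderm and endoderm (0.000771), midbrain (0.0326), neural crest (0.00532) and neuronal genes (0.000889). The forebrain list at 50 h did not pass by fry (0.0511).

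The forebrain list at 42 h passed with a mean of at least 5 TPM (0.000114) and without replicate 1 or replicate 2 at 50 h (0.0319 and 0.0340), over a range of 0.000114 to 0.303. With a mean of at least 5 TPM the list held only OTX2, LHX5 and FEZF1, all lower at 42 h. LHX2 and OTX1, which were higher at 42 h, and HESX1, which was lower, were left out, so that test is of another set of genes. At 50 h it was lost with TMM (0.0626), quantile normalization (0.0591), no mean trend (0.104) and the compared times alone (0.0578), over a range of 8.095e-05 to 0.237. At 72 h it was lost with a pseudocount of 0.1 (0.0634), TMM (0.0695), quantile normalization (0.0593) and no mean trend (0.0934), over a range of 0.00127 to 0.247.

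The HOX list at 42 h passed with a pseudocount of 0.1 (0.00705), without the filter (0.0415) and without the mean trend (0.0327), over a range of 0.00434 to 0.299. Without the filter, midbrain (0.00992, range 0.00992 to 0.433) and mesoderm and endoderm genes (0.0115, range 0.00206 to 0.438) passed at 42 h, and hindbrain (0.0592, range 0.00129 to 0.169) and neuronal genes (0.213, range 0.00989 to 0.213) were lost at 42 h, as were neuronal genes at 50 h (0.326, range 0.00129 to 0.326). Neuronal genes at 42 h were also lost with the compared times alone (0.0625). The median of the hindbrain list at 50 h changed sign with a mean of at least 5 TPM (-0.06, against 0.30), that of the crest list at 72 h was -0.00 without the filter, against 1.46, and that of the mesoderm and endoderm list at 72 h changed sign without the filter (0.13, against -0.11). Another filter also changes which listed genes are tested, so these tests and medians are over other members.

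The HOX rank correlation was -0.616 over the 13 HOX genes above 0 in a library, in place of all 39 (-0.451), -0.541 without replicate 1 at 72 h and -0.427 without replicate 2 at 72 h. It has no value with a mean of at least 5 TPM. At 5 TPM, 0, 1 and 3 HOX genes were detected at 42, 50 and 72 h. Of 1564 alternative fits of 106 gene changes that gave an adjusted p, 1442 kept the direction and the side of the threshold, 106 lost a call and 16 gained a call. In the other 424, which left out a library of a compared time point and made no call, 423 kept the direction and 1 changed sign.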

Other observations

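Of the tests below, those of lower detection, the WNT list between 50 h and 72 h, the caudal median under other scalings, the rows of 1 symbol, the zeros beside a high replicate, the exchange of the 72 h numbers and the summed metallothioneins were chosen only after the result was seen.

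All 39 HOX genes were listed at 0 in both 34 h libraries. Lower detection at 34 h is argued against, since the 34 h libraries had at most 17467 genes listed at 0, against 17368 to 18041 and a median of 17696 in the later libraries. Zeros usual for genes of this level are argued against by 10000 draws of matched genes for the 13 HOX genes above 0 later: 0% of draws had all genes at 0 at 34 h, with a mean of 3.62 and a maximum of 8 genes. What stays open is the depth of the libraries, which TPM does not keep.

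HOXB1, HOXB2, EGR2, CYP26C1 and CYP26A1 rose between 50 h and 72 h. A response to retinoic acid could give this, but a list of 9 retinoic acid response genes, 7 of them tested, had a camera p of 0.125 (fry p 0.0737), a median change of -0.17 and 2 genes higher at 72 h. RARB rose by 1.4962 (limma adjusted p 0.0133), while DHRS3 changed by -1.14. The list cannot be told apart from no response with 7 genes that moved in both directions, and no arm with a blocked response was analysed here.

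Part of the caudal genes raised at 42 h and 50 h fell between 50 h and 72 h: 7 of the 9 tested were lower at 72 h than at 50 h, while WNT8A and CYP26A1 were higher, and SP8 fell but stayed above its level at 34 h. A fall in WNT pathway activity may explain this, but the WNT list had a camera p of 0.387 (fry p 0.810) between 50 h and 72 h, with 8 of 12 genes lower, 4 higher and a median of -0.20. That leaves a partial fall open. Scaling of the 72 h libraries as the whole cause is argued against, since the median change of the caudal list was -1.73 where that of all tested genes was 0.00631, and it stayed between -1.76 and -1.71 over 3 other scalings. Time itself stays open, since no arm without WNT3A was analysed here.

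Separate Ensembl rows of 1 symbol differed between replicates more than their sum. Of 290 symbols, 204 (70.3%) had a larger replicate difference in their largest row, with medians of 0.238 for that row, 0.183 for the sum and 0.172 for matched genes with 1 row. Reads shared between near-identical copies could give this. The largest row holds only part of the sum, so its lower level could give this as well. The comparison cannot tell these apart. A related pattern is 126 genes listed at 0 in 1 library and at 5 TPM or more in its replicate. Of these, 87 (69.0%) were pseudogenes or had repeated symbols, against 6.80% of 11840 other genes reaching 5 TPM (Fisher's exact p 5.229e-69, odds ratio 30.6). The other genes were not matched to the 126 for level, so a lower level could give this difference as well. Sharing of reads may explain both patterns, but neither comparison tells it apart from level. The quantification tool, which is not stated, keeps open how the reads were divided.

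Replicate differences at 72 h ran against those at the earlier times. Exchanged replicate numbers at 72 h could give this. An exchange only turns the sign of the same correlations, to 0.0445 to 0.104, so their positive sign is no evidence for it. The correlations among the earlier times were 0.0949 to 0.195. An exchange and a lack of pairing cannot be told apart, because the correlations after the exchange lie mostly below the earlier ones and there are only 2 libraries per time point.

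Metallothionein genes fell between 34 h and 42 h, and 10 were in the table. All 7 tested were lower, 4 of them past the threshold. Sharing of reads between paralogs is argued against, because the summed TPM of the MT1 and MT2A genes also fell, from 458 ± 20.8 to 195 ± 9.57 TPM, a log2 change of -1.22, with 115 ± 10.4 TPM at 50 h and 191 ± 22.4 TPM at 72 h. A lower supply of metal could give this, and SLC30A1, another gene that responds to zinc, changed by -0.57 ± 0.16 at 42 h (limma adjusted p 0.135), with 7.68 and 7.64 TPM at 34 h and 4.87 and 4.75 TPM at 42 h. That change did not pass the threshold, at 50 h either (-0.63, adjusted p 0.0580). At 72 h SLC30A1 had 10.95 and 9.02 TPM, above its values at 34 h, while the metallothionein sum stayed below its level at 34 h. Between 50 h and 72 h, however, MT1F, MT1G and MT1X also rose past the threshold, by 1.08, 1.60 and 1.26. In that interval MT1E and MT2A did not pass (0.45 and 0.07), nor did MT1H and MT1M, which were lower (-0.45 and -0.69). A shared metal supply thus stays open for the fall by 42 h and for the later course. Its test rests on 1 gene besides the metallothioneins, and the composition of the media was not analysed here.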
